# Korean Red Ginseng Suppresses the Expression of Oxidative Stress Response and NLRP3 Inflammasome Genes in Aged C57BL/6 Mouse Ovaries

**DOI:** 10.3390/foods9040526

**Published:** 2020-04-22

**Authors:** Sungwoo Chei, Hyun-Ji Oh, Hoon Jang, Kippeum Lee, Heegu Jin, Youngsok Choi, Boo-Yong Lee

**Keywords:** Korean ginseng extract, oxidative stress response, NLRP3 inflammasome, aging, ovary, subfertility

## Abstract

Female infertility and subfertility have been increasing in prevalence worldwide. One contributing factor is ovarian function, which is highly age-dependent. Korean red ginseng is widely used as an herbal medicine and has many beneficial properties. We aimed to determine the effect of the Korean red ginseng saponin fraction (KRGSF) on ovarian function in female C57BL/6 mice. Ovaries were isolated from 6- and 12-month-old female mice and treated with KRGSF, and then RNA was extracted and microarray analysis was performed. The expression of key genes was subsequently verified using quantitative RT-PCR. Aging markedly increased the expression of genes encoding oxidative stress factors and NLRP3 inflammasome components, but the expression of these genes was significantly reduced by KRGSF treatment. Thus, the reduction in ovarian health with age is associated with greater oxidative stress response and inflammation, but KRGSF treatment may limit these age-related changes.

## 1. Introduction

Average life expectancy has increased worldwide alongside economic growth and the progression of medical technology, and this increase in life expectancy, along with cultural and social factors, has led people to marry and give birth later than previously [1,2,3,4]. This trend has emphasized the effect of aging on the fertility of otherwise healthy couples. Aging is associated with a reduction in metabolic activity and the accumulation of waste products in tissues and cells, which causes errors in molecular processes and can result in diseases such as cancer, dementia, heart disease, and subfertility [5,6,7,8]. Reproductive capacity diminishes with age, and, in particular, maternal age and ovarian health are crucial determinants of fertility [9,10].

Oxidative stress involves a rapid increase in harmful reactive oxygen species (ROS) in cytoplasm, which have adverse cellular effects. It is considered to be an imbalance between the production of ROS and their removal by protective mechanisms, which can cause inflammation. Isocitrate dehydrogenase (*Idh1*) catalyzes the decarboxylation of isocitrate to form α-ketoglutarate and CO_2_, and generates NADPH from NADH^+^, which provides an antioxidant effect to counter the production of ROS [11]. Consistent with this, we previously showed that *Idh* mutant *Drosophila* has lower cellular NADPH concentration, greater ROS production, and hypersensitivity to oxidative stress.

The activation of inflammasomes is an important signaling mechanism in the innate immune system. Inflammasomes are classified according to their sensor protein, and one of the best studied, the NOD-like receptor protein 3 (NLRP3) inflammasome, is a multi-protein scaffolding complex [12,13]. Activation of the NLRP3 inflammasome requires the adaptor protein apoptosis-associated speck-like protein containing a C-terminal cascade recruitment domain (ASC) and leads to the cleavage, and thereby activation, of pro-caspase-1. This caspase-1 activation is important for the maturation and secretion of the cytokines interleukin (IL)-1β and IL-18.

It is very important to protect the ovaries from aging-related oxidative stress and inflammasome activation to increase the chance of a successful pregnancy [6]. However, the precise mechanisms underlying age-related female subfertility have remained unclear, despite a great deal of research having been conducted in this area, and no therapeutic agents have been developed. To improve understanding of aging-related female subfertility, it is necessary to analyze how gene expression in the ovary changes with age, and to elucidate the associated regulatory mechanisms.

Previous studies have shown that ginseng is a beneficial natural product and can be used to treat various metabolic diseases [14,15,16]. Ginseng contains many saponins, including Rb1, Rg3, and Rc, but the saponin content varies according to the extraction method used [17,18,19]. Many studies have demonstrated that ginseng-derived saponins can ameliorate metabolic diseases, such as obesity, diabetes, and dyslipidemia [20]. Ginseng extract has also been shown to improve male reproductive capacity by increasing sperm motility and number [19,20,21,22,23]. However, the effects of ginseng extract on female fertility have not been characterized. Therefore, in the present study, we aimed to determine the effects of ginseng-derived saponins on age-related female subfertility by profiling gene expression in the ovaries of young and older mice, some of which were treated with Korean red ginseng saponin fraction (KRGSF).

## 2. Materials and Methods 

### 2.1. Preparation of Ginseng Saponin Fraction

Korean red ginseng saponin fraction (KRGSF) was prepared from 6-year-old Korean red ginseng water extract (Korea Ginseng Corp., Daejeon, Korea) as described previously [24,25]. In brief, the Korean red ginseng was extracted with water at about 95 °C for 2 h, and this process was repeated three times. The resultant water extracts were filtered with filter paper. Saponin fraction of water extract was collected with butanol extraction. Saponin fraction was concentrated by vacuum evaporation and freeze-dried. The saponin fraction powder was obtained. 

Ginsenoside composition was analyzed by HPLC as described previously [13]. The total ginsenoside composition of each sample was examined three times. The 99% purity of ginsenoside standards were used in this study. A Waters 1525 binary HPLC system (Waters, MA, USA), fitted with a Eurospher 100-5 C18 column (Knauer, 3 × 250 mm, Germany) was used. The mobile phase was the mixture of acetonitrile and distilled water. The content of acetonitrile was progressively increased from 17% to 25% (25 min), 25% to 40% (50 min), 40% to 60% (105 min), 60% to 100% (110 min), and finally adjusted from 100% to 17% (125 min, lasting for 10 min) again. The operating temperature was set to room temperature, and the flow rate was 0.8 mL/min. The elution profile on a chromatogram was gained by using a UV/VIS detector at 203 nm (Waters 2487 dual λ absorbance detector, Boston, MA, USA). 

### 2.2. Chemicals and Reagents

Alpha-MEM, penicillin-streptomycin (P/S, 100×), charcoal stripped fetal bovine serum (CS-FBS), and TRIzol reagent were purchased from Thermo Fisher Scientific (Waltham, MA, USA). ITS-Plus Media Supplement was purchased from R&D Systems (Minneapolis, MN, USA). Unless noted otherwise, all chemicals were purchased from Sigma Chemical Co. (St. Louis, MO, USA).

### 2.3. Animal Experiments

Six-month-old and twelve-month-old female C57BL/6 mice were purchased from Orient Bio Company (Seongnam, Korea) and housed at 20 ± 3 °C under a 12 h light–dark cycle. The Institutional Animal Care and Use Committee of CHA University (IACUC No. 150047) approved all animal experiments, and all experiments were performed according to the guidelines for the care and use of laboratory animals. All mice were sacrificed by CO_2_ inhalation. Ten pairs of ovaries from 6-month-old and 12-month-old mice were isolated, and each set was randomly divided into two groups (6-month old ovaries data not shown).

### 2.4. Culture and KRGSF Treatment of Mouse Ovaries 

Mouse ovaries were prepared and cultured in vitro using previously reported methods [26]. The ovaries were isolated from experimental mice and gently washed with PBS. Tissues were incubated in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (P/S) with or without KRGSF (10mg/mL) for 24 h at 37 °C and 5% CO_2_ in a humidified incubator.

### 2.5. Total RNA Isolation and Microarray Analysis

Ovaries were obtained from C57BL/6 mice and total RNA was isolated using TRIzol reagent in accordance with the manufacturer’s protocol. Microarray analysis was performed using Mouse Gene ST arrays (Affymetrix, Seoul, Korea). Expression values were computed from the raw data, and gene set enrichment analysis was applied to interpret expression profiles (Biocore, Seoul, Korea). The gene ontology (GO) performed enrichment analysis on gene sets (GSE 144954).

### 2.6. qRT-PCR

Ovaries were homogenized in 500 μL of TRIzol reagent, and total RNA was extracted according to the manufacturer’s protocol. cDNA was prepared from 1 μg of total RNA using a Bio-Rad RT-PCR system (CA, USA). Gene expression levels were quantified using Power SYBR Green (Mannheim, Germany) and a Bio-Rad CFX96 Real-Time Detection System (CA, USA). The forward and reverse primers used for qRT-PCR are listed in the Table 1. The related mRNA gene expression was obtained by normalization against the control gene (18S) and calculated by the comparative 2^−∆∆CT^ method.

### 2.7. Statistical Analysis

Differences between multiple groups were evaluated using one-way analysis of variance (ANOVA) or Student’s *t*-test, followed by Duncan’s multiple range test, using SPSS software (IBM, Chicago, IL, USA). Significantly different values (*p* < 0.05) are indicated with different letters.

## 3. Results

### 3.1. Preparation and Composition of KRGSF

A saponin fraction was prepared from 6-year-old Korean red ginseng. As shown in Figure 1A, the Korean red ginseng was extracted with water at about 95 °C for 2 h, and this process was repeated three times. The resultant water extracts were filtered with filter paper. The saponin fraction of the water extract was collected with butanol extraction. The saponin fraction was concentrated by vacuum evaporation and freeze-dried. The nutritional components of the saponin fraction powder were then characterized (Figure 1B). The nutrient composition of KRGSF was as follows: carbohydrate (77.02%), crude protein (20.96%), crude ash (1.36%), crude fat (0.46%), and water (0.20%). In addition, the major chemical components were identified using high-performance liquid chromatographic analysis (Figure 1C). The ginsenoside content of the ginseng saponin fraction was as follows: RG3 [S] (22.79 mg), Rb1 (20.71 mg), Rh1 (9.30 mg), Rc (9.28 mg), RG2 [S] (8.55 mg), Rb2 (7.89 mg), Rf (6.03 mg), Rg3 [R] (5.39 mg), Rd (4.10 mg), Re (2.65 mg), and Rg1 (2.29 mg).

### 3.2. Age and KRGSF Treatment Affect the Ovarian mRNA Expression Profile

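Ovaries of 6-month-old and 12-month-old C57BL/6 mice, an inbred laboratory strain, were cultured for 24 h with or without KRGSF at 10 mg/mL, and the RNA of each sample was read on 1 Affymetrix Mouse Gene ST array. On these arrays, a probe set is a group of short probes for a transcript. The values cover 12 arrays, 3 for each of 4 groups (6-month-old untreated, 6-month-old KRGSF-treated, 12-month-old untreated and 12-month-old KRGSF-treated). The paper describes the control ovaries as untreated and the treatment as KRGSF, whereas the sample labels name dimethyl sulfoxide for the controls and red ginseng extract, at the same dose, for the treatment. The authors summarised the arrays by RMA, which corrects the background, sets the arrays to a common distribution and gives 1 log2 value per probe set, with Affymetrix Expression Console 1.4 according to the submitters' processing notes. Of the 33793 probe sets, 23521 are annotated with 1 gene symbol, 1814 with several and 8458 with none here, and those with 1 symbol name 22180 genes. The median log2 value per array lay between 4.12 and 4.4. The number of arrays limits the precision of every comparison, and neither the paper nor the labels say that the 3 samples of a group came from separate mice, so p-values measure only the spread between these samples, which may be technical.

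The deposited log2 values were used without further scaling. A linear model with a mean for each of the 4 groups was fitted to all 12 arrays with limma, which left 8 residual degrees of freedom, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. Groups of genes from 39 lists were tested with camera, which asks whether the genes of a list are shifted relative to all other genes and was run with a preset correlation of 0.01 between genes. When this correlation was estimated from the arrays instead, no list passed an adjusted p of 0.05 in any comparison. A pair of arrays stood apart from the rest. The 6-month-old untreated replicate 2 had the lowest mean correlation with the other arrays (0.953, across probe sets) and the smallest standard deviation of log2 values (1.47), and the 12-month-old KRGSF-treated replicate 2 had the next lowest correlation (0.958) and the largest standard deviation (1.73). Olfactory and vomeronasal receptor genes, which encode odorant and pheromone receptors and lie near the low end of the signal range, had a median log2 value of 3.14 on the former array, 2.36 on the latter and 2.63 to 2.88 on the others.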

The effects of age and KRGSF on gene expression in the ovary were analyzed using microarrays (Figure 2 and Figure 3). We compared 6-month-old untreated, 12-month-old untreated, and 12-month-old KRGSF-treated mice. Each treatment group consisted of three samples that were selected on the basis of high RNA purity.

To determine the effect of aging on the ovaries of C57BL/6 mice, we compared gene expression in the 12-month-old untreated group with that in the 6-month-old untreated group (Figure 2). 

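In 12-month-old untreated ovaries, the genes Akr1c18, Sfrp4 and Hsd3b1 had lower values than in 6-month-old untreated ovaries. As groups, luteal markers (7 of 10 lower) and genes of steroid synthesis (11 of 16 lower) did not pass the list test (camera adjusted p = 0.0658 and 0.0876). Akr1c18, which encodes an enzyme that inactivates progesterone, had a log2 value of 6.28 ± 1.52 (SD, n = 3) at 12 months and 8.59 ± 0.33 (SD, n = 3) at 6 months, a log2 fold change of -2.31 (standard error 0.80). Sfrp4, a secreted modulator of Wnt signalling that is also a luteal marker, went from 6.95 ± 0.99 to 5.41 ± 0.26 (log2 fold change -1.55, standard error 0.53), and Hsd3b1, which makes progesterone from pregnenolone, from 6.98 ± 0.42 to 6.15 ± 0.24 (-0.82, standard error 0.26). The glutathione peroxidase gene Gpx2 (-0.87), the sulfotransferase gene Sult2a6 (-1.18) and the thioredoxin domain gene Txndc2 (-0.86) were also among the 10 lowest named genes, with Scgb2b20 (-1.0), Rps26 (-0.96), Zfp972 (-0.89) and Ctsll3 (-0.81). The 10 highest named genes included the neural cell adhesion molecule gene Ncam1 (0.85), the complement regulator gene Cd55 (0.80), the transcriptional corepressor gene Tle4 (0.81), Strip2 (0.97), Prps1l1 (0.86), Fbxl20 (0.85), Syne1 (0.85), Cyp2d11 (0.84), Rpl34 (0.79) and Lncpint (0.79). Leaving out 1 array moved 4 of these values by over 1.5 times, to 0.61 for Strip2 (12-month-old untreated replicate 3), -0.56 for Zfp972 and 0.50 for Rpl34 (12-month-old untreated replicate 2), and 0.50 for Fbxl20 (6-month-old untreated replicate 2). None of these 20 genes, chosen among those whose arrays did not overlap between the ages, passed adjustment over all probe sets (limma, lowest adjusted p = 0.206). Some of the 20 were dim, near the receptor medians of 2.75 to 3.14 on the untreated arrays. Across these arrays Rps26 spanned 1.84 to 3.19, Cyp2d11 1.85 to 3.07, Sult2a6 2.45 to 4.01 and Gpx2 2.77 to 4.49.

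By the difference of the group means, 236 probe sets were over 1.5-fold higher and 580 over 1.5-fold lower at 12 months. Of the 580, 64.8% lay among the dimmer 50% of probe sets by mean log2 value, against 44.9% of the 236. The counts were 586 and 1335 without 6-month-old untreated replicate 1, 389 and 907 without 6-month-old untreated replicate 3, and 483 and 1092 without 12-month-old untreated replicate 1.

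**Figure D1:**
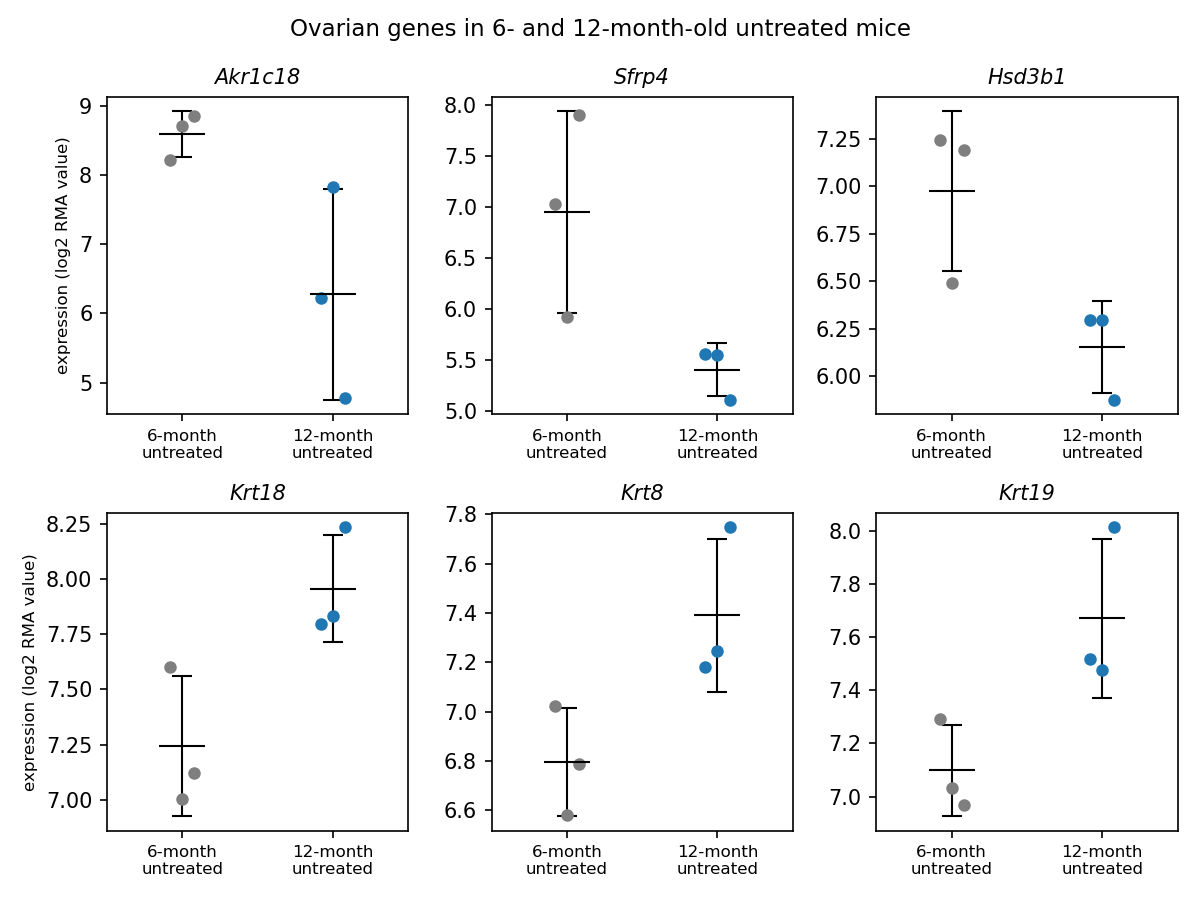
Log2 RMA values of Akr1c18, Sfrp4, Hsd3b1, Krt18, Krt8 and Krt19 (y axis) in 6-month-old and 12-month-old untreated ovaries (x axis). Each point is 1 array, and the bars give the mean and SD of 3 arrays; Akr1c18 spans 4.78 to 7.83 at 12 months and 8.21 to 8.85 at 6 months, and the keratin Krt18 spans 7.80 to 8.24 at 12 months and 7.00 to 7.60 at 6 months.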

The expression of 236 genes was >1.5-fold higher and the expression of 580 genes was >1.5-fold lower in 12-month-old mice vs. 6-month-old mice. Of these, the expression of 81 genes was significantly higher and the expression of 181 genes was significantly lower (Figure 2A). 

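Genes of glycolysis and the hypoxia response, immediate early genes and epithelial marker genes passed the list test with higher values in 12-month-old untreated ovaries. All 21 measured genes of glycolysis and the hypoxia response had higher values, with a median log2 fold change of 0.32 (camera adjusted p = 1.71e-08), among them Vegfa (0.54), which encodes a vascular growth factor, Ndrg1 (0.53), the glucose transporter gene Slc2a1 (0.47) and the phosphofructokinase gene Pfkp (0.45). Of 20 immediate early genes, which are induced within minutes of a stimulus, 18 had higher values (median 0.30, adjusted p = 4.53e-06), led by Fos (0.51), Fosb (0.56), Egr1 (0.41) and Klf4 (0.40). Of 16 markers of the ovarian surface and oviduct epithelium, 15 had higher values (median 0.36, adjusted p = 7.69e-05), including the keratins Krt18 (0.71), Krt8 (0.60) and Krt19 (0.57) and the tight junction gene Cldn3 (0.52). The adjusted p of each of these groups was 0.744 with an estimated correlation.

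Respiratory chain subunits (38 of 48 genes, median 0.18, camera adjusted p = 0.00133), targets of NRF2, the transcription factor of antioxidant genes (21 of 25, median 0.24, adjusted p = 0.00194, with Hmox1 at 0.48 and Gclc at 0.33) and matrix genes (24 of 29, median 0.15, adjusted p = 0.0496, with Col6a1 at 0.51 and Eln at -0.41) also rose as groups. Groups that fell were olfactory receptors (765 of 1105, median -0.13, adjusted p = 4.53e-06), vomeronasal receptors (171 of 289, median -0.09, adjusted p = 0.00885) and genes whose symbols start like those of immunoglobulins, Ighmbp2 and Iglon5 included (19 of 24, median -0.16, adjusted p = 0.00341, with the light chain gene Iglv1 at -0.67). With an estimated correlation, the adjusted p of these groups was also 0.744. No gene of the 9 groups passed adjustment over all probe sets, and none when adjusted over the list alone, except the olfactory receptor gene Olfr706, which passed in each. With the arrays rescaled by cyclic loess the respiratory chain, NRF2 targets and the matrix had an adjusted p of 0.521 to 0.878, and the other 6 groups kept theirs under 0.05 in the same direction. Of these, immediate early genes (0.17), epithelial markers (0.22) and olfactory (-0.08) and vomeronasal receptors (-0.05) then had medians smaller by over 1.5 times. Without 6-month-old untreated replicate 2, the array with receptor values above the rest, the adjusted p was 0.977 for the respiratory chain, 0.274 for NRF2 targets, 0.809 for the matrix, 0.136 for olfactory receptors and 0.865 for vomeronasal receptors, whose median was then 0.01. Without 12-month-old untreated replicate 3 it was 0.0530 for the respiratory chain, NRF2 targets and immunoglobulins, 0.120 for the matrix and 0.148 for vomeronasal receptors, and without 12-month-old untreated replicate 2 it was 0.199 for the matrix. Without 6-month-old untreated replicate 2, Hmox1 was at 0.30, Pfkp at 0.23 and Klf4 at 0.26. Past the threshold, the median of immunoglobulins was -0.10 without 6-month-old untreated replicate 2, -0.25 without 6-month-old untreated replicate 1 and -0.25 without 12-month-old untreated replicate 2. Without 6-month-old untreated replicate 1 it was 0.37 for NRF2 targets and 0.29 for the respiratory chain, and without 6-month-old untreated replicate 3 it was 0.24 for the matrix and -0.14 for vomeronasal receptors.

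At over 1.5-fold and an unadjusted limma p under 0.05, 191 probe sets were higher and 460 lower. At that p alone 2719 probe sets passed, where 1689.65 would by chance. After adjustment over all probe sets 1 passed, that of Olfr706, which fell from 4.49 ± 0.39 to 2.68 ± 0.18 (SD, n = 3; log2 fold change -1.81, standard error 0.20, limma adjusted p = 0.00604). No probe set passed without 6-month-old untreated replicate 3 or without 12-month-old untreated replicate 3, with only the compared groups in the fit, or with the methods' t-test, and the filter on dim probe sets leaves Olfr706 out. The counts at over 1.5-fold and p were 518 and 1017 without 6-month-old untreated replicate 1, 310 and 674 without 6-month-old untreated replicate 3, and 405 and 840 without 12-month-old untreated replicate 1.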

The volcano plot of the microarray data shows genes with >1.5-fold higher expression as red dots, genes with >1.5-fold lower expression as blue dots, and genes with similar expression as gray dots (Figure 2B). In the M vs. A plot, a positive value on the y-axis indicates high expression relative to that of 6-month-old mice, a negative value indicates low expression relative to that of 6-month-old mice, and a value close to 1 indicates similar expression (Figure 2C). In the intensity scatter plot, the gray line indicates a 1.5-fold difference in expression; points above demonstrate the distribution of genes with higher expression in 12-month-old mice, and points below demonstrate the distribution of genes with lower expression in 12-month-old mice (Figure 2D).

We then determined the effect of KRGSF treatment on the ovaries of aged C57BL/6 mice (Figure 3). We found that 369 genes had >1.5-fold higher expression, and 580 genes had >1.5-fold lower expression in treated mice. Of these, the expression of 194 genes was significantly higher and that of 222 genes was significantly lower (Figure 3A). 

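A nuclear noncoding RNA, a quinone reductase gene and a chemokine gene were among the genes with the largest differences between 12-month-old KRGSF-treated and 12-month-old untreated ovaries. Neat1, a long noncoding RNA of nuclear paraspeckles, had a log2 value of 9.01 ± 0.36 (SD, n = 3) with KRGSF and 7.82 ± 0.19 (SD, n = 3) without, a log2 fold change of 1.18 (standard error 0.22). Nqo1, a quinone reductase and NRF2 target, went from 5.13 ± 0.39 to 6.26 ± 0.19 (1.13, standard error 0.28), and the neutrophil chemokine gene Cxcl3 from 3.70 ± 0.42 to 4.77 ± 0.08 (1.07, standard error 0.19). The rest of the 10 highest named genes were Rabggtb (1.1), the elongin C gene Eloc (1.01), Stxbp3 (0.99), AI987944 (0.98), Rbm12b2 (0.96), Ppwd1 (0.95) and Zfp932 (0.94). The 10 lowest were Khdc1c (-1.0), Zfp600 (-0.89), the prolactin family gene Prl8a9 (-0.85), C1ql1 (-0.84), the odorant-binding protein gene Obp1a (-0.83), Fndc7 (-0.82), Spatc1l (-0.81), Smim40 (-0.78), Lst1 (-0.77) and the ATP synthase subunit gene Atp5j2 (-0.77). Leaving out 12-month-old untreated replicate 2 gave -0.64 for Khdc1c, -0.45 for Prl8a9 and -0.37 for Smim40, and leaving out KRGSF-treated replicate 2 gave 0.61 for Eloc and 0.61 for Rbm12b2. None of these genes passed adjustment over all probe sets (limma, lowest adjusted p = 0.387). Some of them were dim, near the receptor medians of 2.36 to 2.82 on the 12-month-old arrays. Across these arrays Prl8a9 spanned 1.68 to 3.57, Obp1a 2.01 to 3.26, Smim40 2.12 to 3.87 and Zfp932 1.82 to 3.63.

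By the difference of the group means, 369 probe sets were over 1.5-fold higher and 580 over 1.5-fold lower with KRGSF at 12 months. Of the 580 lower ones, 75% lay among the dimmer 50% of probe sets, against 30.9% of the 369 higher ones, and the median log2 fold change was -0.13 over the dimmer and 0.04 over the brighter 50%. The counts were 759 and 1268 without 12-month-old KRGSF-treated replicate 1, 607 and 1035 without KRGSF-treated replicate 3, and 582 and 1004 without 12-month-old untreated replicate 3, and the lower count was 882 without 12-month-old untreated replicate 1.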

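Targets of NRF2 rose as a group with KRGSF at 12 months. Of 25 measured targets 24 had higher values, with a median log2 fold change of 0.48 (camera adjusted p = 1.46e-13), 8 of them over 1.5-fold at an unadjusted limma p under 0.05. The cystine transporter gene Slc7a11 went from 5.92 ± 0.07 to 6.85 ± 0.30 (SD, n = 3 each; log2 fold change 0.93, standard error 0.19) and Gclm, a subunit of the enzyme that limits glutathione synthesis, from 6.61 ± 0.22 to 7.47 ± 0.05 (0.86, standard error 0.18). The thioredoxin reductase gene Txnrd1 was higher by 0.61. None of the 25 passed adjustment over all probe sets in limma, and 14 passed, all higher, when adjusted over the list alone. The group's adjusted p was 0.350 with an estimated correlation.

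Other groups with higher values were genes induced by luteinizing hormone around ovulation (12 of 15, median 0.35, camera adjusted p = 0.00166, with the growth factor gene Ereg at 0.60), heat shock proteins (12 of 12, median 0.21, adjusted p = 7.78e-04), the unfolded protein and integrated stress response (19 of 22, median 0.20, adjusted p = 0.00370), antioxidant enzymes (18 of 25, median 0.17, adjusted p = 0.0136, with the catalase gene Cat at 0.50), respiratory chain subunits (39 of 48, median 0.16, adjusted p = 7.78e-04) and mitochondrial ribosomal proteins (48 of 64, median 0.11, adjusted p = 0.00425). Glycolysis and the hypoxia response (18 of 21, adjusted p = 0.0212), p53 targets (11 of 16, adjusted p = 0.0136, with Trp53inp1 at 0.92 and Mdm2 at 0.43) and endothelial markers (9 of 14, adjusted p = 0.0274, with Flt1 at 0.61) passed as well. Groups with lower values were small nucleolar RNAs (64 of 73, median -0.27, adjusted p = 7.83e-07), subunits of NADPH oxidases, enzymes that make reactive oxygen species (10 of 11, median -0.28, adjusted p = 0.00128, with Duox1 at -0.70 and Nox1 at -0.55), microRNA genes (348 of 484, adjusted p = 0.00166) and markers of neutrophils (13 of 14, adjusted p = 0.0103), lymphocytes (15 of 18, adjusted p = 0.0144) and oocytes (21 of 24, adjusted p = 0.0106). Olfactory receptors (890 of 1105, median -0.20, adjusted p = 1.30e-09) and vomeronasal receptors (227 of 289, median -0.19, adjusted p = 3.70e-06) were lower as well, and their values were lowest on KRGSF-treated replicate 2. With an estimated correlation, the adjusted p of these groups was between 0.350 and 0.723. Of their members, Mir335 alone passed adjustment over all probe sets (limma), and Mir335, Mir1931 (0.99, named after its values were seen), Trp53inp1, Nox1 and Duox1 passed when adjusted over the list alone. After cyclic loess, which removes trends with brightness, NRF2 targets, small nucleolar RNAs, NADPH oxidase subunits and both receptor families kept an adjusted p under 0.05 in camera, and the other groups had 0.0541 to 0.953. The median was then 0.31 for NRF2 targets, -0.08 for olfactory and -0.08 for vomeronasal receptors, and -0.42 for small nucleolar RNAs. The median gene was dim for neutrophils (mean log2 value 3.68), lymphocytes (3.80), NADPH oxidase subunits (4.05) and oocytes (4.11). Array medians were 4.12 to 4.4. At 12 months Cybb (Nox2) was at 3.79 to 3.85 without and 3.76 to 3.98 with KRGSF. Against random lists of matched brightness, 9 of the 19 lists that passed lay outside the central range. NADPH oxidase subunits (range -0.23 to 0.06) and oocytes were outside, neutrophils and lymphocytes inside. Without KRGSF-treated replicate 2 the adjusted p was 0.272 for glycolysis, 0.106 for neutrophils and 0.0566 for lymphocytes. It was 0.0732 for antioxidant enzymes without KRGSF-treated replicate 1, and 0.0630 for p53 targets and 0.377 for endothelium without KRGSF-treated replicate 3. Of the untreated arrays, leaving out replicate 1 gave 0.136 for glycolysis and 0.206 for endothelium, replicate 2 gave 0.629 for oocytes and 0.0733 for glycolysis, and replicate 3 gave 0.0798 for lymphocytes. Further medians stayed past the threshold but moved by over 1.5 times. Without KRGSF-treated replicate 2 the median was -0.10 for small nucleolar RNAs (adjusted p = 0.0187), -0.10 for olfactory receptors and -0.09 for vomeronasal receptors. It was 0.09 for antioxidant enzymes and 0.12 for the unfolded protein response without untreated replicate 1, and -0.17 for NADPH oxidase subunits without untreated replicate 2.

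At over 1.5-fold and an unadjusted limma p under 0.05, 338 probe sets were higher and 487 lower, and at that p alone 3461 passed. After adjustment over all probe sets 1 passed, that of the microRNA gene Mir335, which fell from 3.88 ± 0.27 to 2.00 ± 0.20 (SD, n = 3; log2 fold change -1.88, standard error 0.22, limma adjusted p = 0.0110). No probe set passed without 12-month-old untreated replicate 1 or 2, without KRGSF-treated replicate 1 or 3, or with the methods' t-test, and the filter on dim probe sets leaves Mir335 out. The higher and lower counts at over 1.5-fold and p were 689 and 915 without 12-month-old KRGSF-treated replicate 1 and 514 and 794 without 12-month-old untreated replicate 3, and the higher count was 540 without KRGSF-treated replicate 3.

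**Figure D2:**
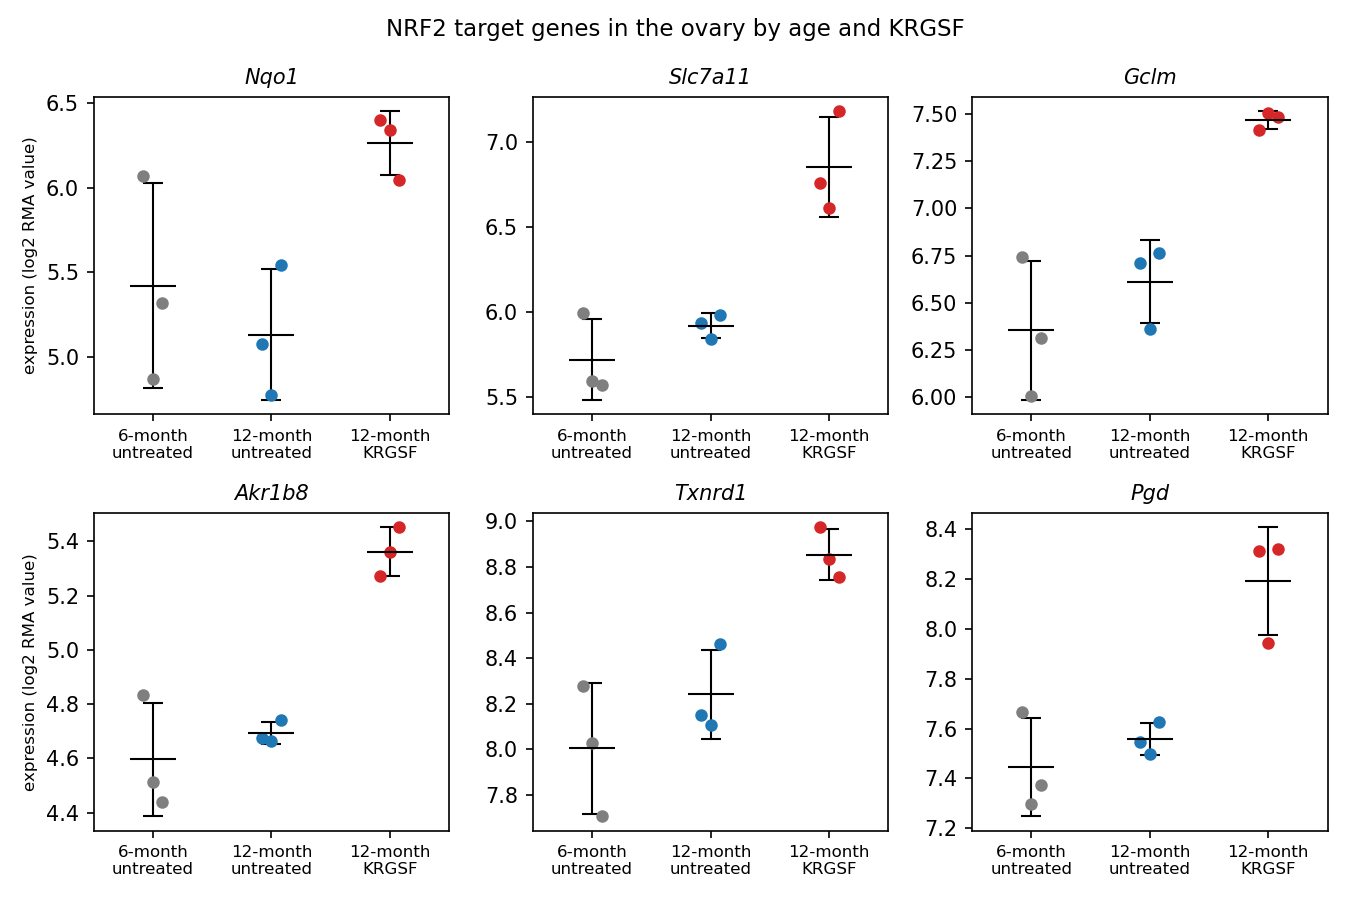
Log2 RMA values of the NRF2 targets Nqo1, Slc7a11, Gclm, Akr1b8, Txnrd1 and Pgd (y axis) in 6-month-old untreated, 12-month-old untreated and 12-month-old KRGSF-treated ovaries (x axis). Each point is 1 array, and the bars give the mean and SD of 3 arrays; Gclm spans 7.42 to 7.51 on the KRGSF-treated arrays and 6.36 to 6.77 on the untreated arrays of the same age.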

After gene expression was normalized, a volcano plot, an M vs. A plot, and an intensity scatter plot were generated to visualize the relative fold differences in gene expression resulting from KRGSF treatment (Figure 3B–D). 

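Against 6-month-old untreated ovaries, 12-month-old KRGSF-treated ovaries, which differ in both age and treatment, had higher values of the genes Slc7a11, Gclm, Hmox1, Txnrd1 and Nqo1 and lower values of Akr1c18. No gene list was tested in this comparison. The log2 fold change was 1.13 for Slc7a11 (standard error 0.19), 1.11 for Gclm (0.18), 0.99 for the heme oxygenase gene Hmox1 (0.18), 0.85 for Txnrd1 (0.17) and 0.84 for Nqo1 (0.28). It was 1.48 for Neat1 (0.22), 0.83 for Krt18 (0.22), -2.66 for Akr1c18 (0.80) and -0.57 for Hsd3b1 (0.26). The sizes for Akr1c18 and Hsd3b1 lean on 12-month-old KRGSF-treated replicate 2, where their log2 values were 3.69 and 6.01. On replicates 1 and 3 of that group Akr1c18 was at 7.38 and 6.71, and Hsd3b1 at 6.58 and 6.61. For Nqo1 the groups overlapped, with 6-month-old untreated replicate 1 at 6.07 and 12-month-old KRGSF-treated replicate 3 at 6.05. The size for Nqo1 leans on 6-month-old untreated replicate 2, at 4.87. In this comparison 1588 probe sets were over 1.5-fold higher and 2079 lower, and 1557 and 1925 of them had an unadjusted limma p under 0.05. None passed after adjustment over all probe sets (limma, lowest adjusted p = 0.0565), although 9354, or 27.7%, passed at unadjusted p alone. Each group compared here holds an array that stands apart, 6-month-old untreated replicate 2 and 12-month-old KRGSF-treated replicate 2. The median log2 fold change was -0.21 over the dimmer and 0.09 over the brighter probe sets. Of the probe sets over 1.5-fold higher, 9.07% were among the dimmer ones, against 53.1% of those lower. How far these counts rest on those arrays or on that trend with brightness was not tested. A line fitted to the group means across all probe sets had a slope of 1.02 for 12-month-old untreated against 6-month-old untreated (r2 = 0.975) and of 1.04 for KRGSF-treated against untreated at 12 months (r2 = 0.977). Across probe sets, which are not independent replicates, the median correlation between arrays was 0.974 within a group and 0.970 between groups.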

In summary, the ovarian gene expression pattern of mice was affected by both aging and KRGSF treatment.

### 3.3. Gene Ontology Enrichment Analysis to Identify the Functions of Genes Affected by KRGSF Treatment

The microarray analysis identified numerous genes that were significantly differentially expressed among 6-month-old untreated, 12-month-old untreated, and 12-month-old KRGSF-treated mice. We next conducted a gene ontology (GO) enrichment analysis to determine the “molecular function” terms for these genes. The Clue Go plugin for Cytoscape software was used to identify the functional groups in networks of the up- and downregulated genes. 

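Enzymes that oxidise alcohol groups, or form them, with NAD or NADP as the partner, such as isocitrate and steroid dehydrogenases and aldo-keto reductases, went in both directions with age and were mostly higher with KRGSF. Of 86 measured genes of this class, from a list of 94, 44 had higher and 42 lower values in 12-month-old than in 6-month-old untreated ovaries, with a median log2 fold change of 0.04 and a mean of -0.02 (camera adjusted p = 0.949; with cyclic loess the median was -0.01). Without each array in turn the median with age ran from 6.41e-04 to 0.0947. At over 1.5-fold and an unadjusted limma p under 0.05, 4 were lower and 1 was higher with age. With KRGSF at 12 months the class rose as a group, with 54 genes higher and 32 lower and a median of 0.07 (camera adjusted p = 0.0144). With an estimated correlation its adjusted p was 0.486, and with cyclic loess it was 0.245. Some members of the class, such as Akr1b8 and Pgd, are also NRF2 targets, and the class was not tested without them. Without each array in turn the median ran from 0.0445 (without 12-month-old KRGSF-treated replicate 2) to 0.0979, and the highest camera adjusted p was 0.0488. At over 1.5-fold and p, 6 genes were higher with KRGSF and 1 was lower. No gene of the class passed adjustment over all probe sets or adjusted over the list alone in either comparison (limma), whereas at an unadjusted p under 0.05 there were 7 higher and 9 lower genes with age and 11 higher and 1 lower with KRGSF.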

The top 12 molecular functions of the downregulated genes in 12-month-old vs. 6-month-old untreated mice included oxidoreductase activity (GO:0016616), and this was also included in the top ten molecular functions of the upregulated genes in 12-month-old KRGSF-treated vs. untreated mice (Figure 4A,B). 

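The genes over 1.5-fold lower with age included Akr1c18 and Hsd3b1, and those over 1.5-fold higher with KRGSF included Neat1, Nqo1, Slc7a11 and Gclm. Akr1c18 encodes a progesterone-inactivating enzyme and Hsd3b1 one that makes progesterone, whereas Nqo1, Slc7a11 and Gclm are targets of NRF2. Counted by gene symbol over the 22180 genes named by a probe set of their own, 266 genes were over 1.5-fold lower in 12-month-old than in 6-month-old untreated ovaries. In 12-month-old KRGSF-treated against untreated ovaries, 264 genes were over 1.5-fold higher. Of these, 253 were in the first set alone and 251 in the second set alone. No p-value enters these counts.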

We also found that the expression of 300 genes was lower only in 12-month-old vs. 6-month-old untreated mice, and that the expression of 261 genes was higher only in 12-month-old KRGSF-treated vs. untreated mice. 

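The genes that were over 1.5-fold lower with age and over 1.5-fold higher with KRGSF were of mixed function. Sfrp4 had a log2 fold change of 0.61 with KRGSF and Idh1, which encodes the cytosolic isocitrate dehydrogenase that makes NADPH, one of 0.69. Trp53inp1, a p53 target, had -0.70 with age, the receptor tyrosine kinase gene Ror1 -0.64 with age and 0.59 with KRGSF, and the protease-like gene Prss35, which is expressed in ovarian follicles, -0.63 and 0.75. The others were Idi2 (-0.66 and 0.63, and -0.46 and 0.08 on its other probe set, which met neither criterion), Oas1g (-0.84 and 0.88), Mir186 (-0.61 and 0.68), the receptor genes Olfr706 (0.90 with KRGSF), Olfr583 (-1.15 and 0.60) and Vmn1r25 (-0.87 and 0.65), AI987944 (-0.65 with age) and 1 immunoglobulin kappa variable gene (-1.04 and 0.98), which was singled out only after its values were seen. Many of these values rest on single arrays. With KRGSF, leaving out KRGSF-treated replicate 3 gave 0.08 for Sfrp4, 0.18 for Olfr583, 0.42 for Oas1g and 0.36 for Vmn1r25, leaving out replicate 2 gave 1.37 for Sfrp4 and 1.05 for Vmn1r25, and leaving out replicate 1 gave 0.39 for Sfrp4 and 1.62 for Oas1g. Without 12-month-old untreated replicate 3 the values with age and with KRGSF were -0.35 and 0.48 for Prss35 and -0.27 and 0.34 for Mir186, and Vmn1r25 had 0.98 and 0.38 with KRGSF without replicate 1 and 2 of that group. With age, leaving out 6-month-old untreated replicate 2 gave -0.60 for Olfr583, -0.45 for Oas1g and -0.38 for Idi2. Of these genes only Olfr706 passed adjustment over all probe sets with age, and none did with KRGSF (limma, lowest adjusted p = 0.387). In all, 13 genes met both criteria, or 2.51% of the genes meeting either, where independent sets of these sizes would share 3.17.

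Both comparisons use the same 12-month-old untreated arrays with opposite sign, so chance values of those arrays count toward the overlap. In draws of unchanged groups that share those arrays, the overlap had a median of 24 genes and a central 95% range of 1 to 86.05 when whole arrays of residuals were shuffled, and a median of 11 and a range of 5 to 18.0 when genes varied independently. The observed 13 genes lie within both ranges, so the shared arrays alone can give the whole excess over 3.17. Dividing these 3 arrays between the comparisons would leave 1 comparison with a single 12-month-old untreated array, and this was not done. The overlap was 5 without 12-month-old KRGSF-treated replicate 3, 29 without KRGSF-treated replicate 2 and 35 without 12-month-old untreated replicate 1. With both arrays that stand apart left out, an alternative chosen after the data were seen, it was 32, and 6 genes met both criteria when an unadjusted limma p under 0.05 was also required.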

There were 18 genes that were affected by both aging and KRGSF treatment, which accounted for 3.1% of the total (Figure 4C). Therefore, we focused on the molecular function of oxidoreductase activity (GO:0016616), which was affected by both aging and KRGSF treatment (Figure 4A,B), and found that *Idh1* expression was affected by both (Figure 4D). 

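Idh1 had lower values in 12-month-old than in 6-month-old untreated ovaries and higher values with KRGSF at 12 months. Its log2 value was 8.28 ± 0.60 (SD, n = 3) in 6-month-old untreated, 7.67 ± 0.22 (SD, n = 3) in 12-month-old untreated and 8.36 ± 0.29 (SD, n = 3) in 12-month-old KRGSF-treated ovaries. The log2 fold change with age was -0.61 (standard error 0.26, limma adjusted p = 0.619) and that with KRGSF was 0.69 with the same standard error (limma adjusted p = 0.451). The unadjusted limma p-values were 0.0341 and 0.0191. With the methods' t-test the change with age did not pass p of 0.05. The 6-month-old untreated replicate 2, at 7.59, lay within the 12-month-old untreated values of 7.49 to 7.91, and without it the log2 fold change with age was -0.96. The unadjusted p with age was 0.144 and 0.152 without 6-month-old untreated replicate 1 and 3, and 0.103 and 0.0758 without 12-month-old untreated replicate 2 and 3. With KRGSF it was 0.0649 without 12-month-old untreated replicate 2, and 0.0558 and 0.0718 without KRGSF-treated replicate 1 and 3.

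**Figure D3:**
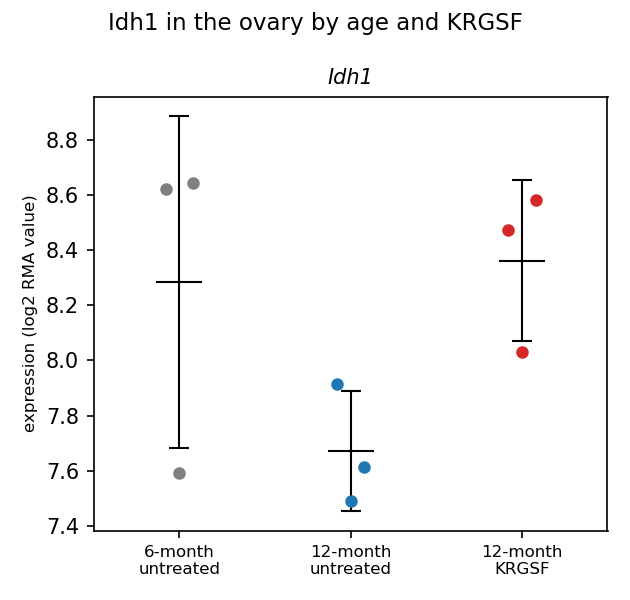
Log2 RMA values of Idh1 (y axis) in 6-month-old untreated, 12-month-old untreated and 12-month-old KRGSF-treated ovaries (x axis). Each point is 1 array, and the bars give the mean and SD of 3 arrays; the means are 8.28, 7.67 and 8.36.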

We performed quantitative RT-PCR to verify the effects of aging and KRGSF treatment on the mRNA expression of *Idh1* in the ovaries of experimental mice, and found that, compared with 6-month-old mouse ovaries, the mRNA expression of *Idh1* was significantly lower in 12-month-old mouse ovaries, but was increased by KRGSF treatment, such that it did not show a statistically significant difference from that in the 6-month-old untreated mouse ovaries (Figure 4E). These data imply that KRGSF increases the expression of genes encoding oxidoreductases, which is reduced by aging, and these genes include *Idh1*.

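Of the other oxidoreductase genes shown in Figure 4D, each had higher values with KRGSF at 12 months and they went in both directions with age. The aldo-keto reductase genes Akr1b8 and Akr1c20 had log2 fold changes with KRGSF of 0.67 (standard error 0.19) and 0.75 (0.25), the carbonyl reductase gene Cbr3 0.72 (0.25), the mitochondrial isocitrate dehydrogenase gene Idh3a 0.61 (0.23) and Pgd, of the pentose phosphate pathway, 0.64 (0.16). With age the log2 fold change was 0.10 for Akr1b8 (standard error 0.19), -0.21 for Akr1c20 (0.25), 0.14 for Cbr3 (0.25), -0.20 for Idh3a (0.23) and 0.11 for Pgd (0.16). Without KRGSF-treated replicate 3 the change of Akr1c20 with KRGSF was 0.42. Akr1c20 was dim, at 1.47 to 1.93 on the 12-month-old untreated and 2.13 to 3.11 on the 12-month-old KRGSF-treated arrays. With age the sign turned for Cbr3 without 6-month-old untreated replicate 3 (-0.04) and for Idh3a without replicate 1 of that group (0.02), and leaving out 1 of the 6 arrays moved the other 3 by over 1.5 times, over 0.02 to 0.22 for Akr1b8 (without 6-month-old untreated replicate 3 and 1), -0.31 to -0.09 for Akr1c20 (12-month-old untreated replicate 3 and 1) and 0.04 to 0.22 for Pgd (6-month-old untreated replicate 2 and 1). None of the 5 passed adjustment over all probe sets in either comparison (limma, adjusted p from 0.433 with KRGSF and from 0.814 with age). From the term for oxidoreductase activity among both the genes lower with age and the genes higher with KRGSF, and from the mRNA of Idh1 measured by qRT-PCR (Figure 4E), the paper proposes that KRGSF raises genes for oxidoreductases, Idh1 among them, that aging lowers.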

### 3.4. KRGSF Inhibits Age-Related Intracellular Oxidative Stress Response

*Idh1* is well known to inhibit intracellular oxidative stress [11]. We performed quantitative PCR to measure the expression of genes associated with oxidative stress response. Nrf2 is an antioxidative transcription factor for antioxidant genes, such as *Nqo1* and *Gclm* [11]. Compared with 6-month-old untreated mice, the mRNA expression of the genes *Nqo1*, *Gclm*, and *Nrf2*, which encode antioxidant proteins, was considerably higher in the ovaries of 12-month-old untreated mice. However, the expression of these genes was reduced by KRGSF treatment, such that there were no significant differences from the expression levels in 6-month-old untreated mice. The expression of the oxidative stress-associated gene *Nox2* showed the same tendency (Figure 5A). We also measured the expression of genes encoding antioxidant enzymes, which reduce the ROS concentration during oxidative stress. The mRNA expression of *Sod2*, *Catalase*, *Gpx1*, and *Gr* was much higher in the ovaries of 12-month-old untreated mice than in those of 6-month-old untreated mice, but the expression of all of these genes was reduced by KRGSF treatment (Figure 5B). These results suggest that KRGSF inhibits the age-related excessive accumulation of ROS and prevents oxidative stress response, which should ameliorate ovarian loss of function.

### 3.5. KRGSF Ameliorates the Age-Related Upregulation of NLRP3 Inflammasome Gene Expression

ROS stimulates the activation of NLRP3 inflammasome [27], which is a protein complex that initiates an inflammatory response [28,29] that damages ovaries when excessive [30]. Therefore, we next determined whether KRGSF affects the expression of genes encoding NLRP3 inflammasome components by quantitative RT-PCR (Figure 6A). The mRNA expression of Nlrp3 and Asc was higher in 12-month-old than in 6-month-old untreated mice, but the expression of these genes in 12-month-old KRGSF-treated mice was not statistically significantly different from that in 6-month-old untreated mice. As expected, the mRNA expression of pro-IL-1β and IL-1β was higher in 12-month-old than in 6-month-old untreated mice. In addition, the expression of the genes encoding pro-caspase-1 and caspase-1 was higher in 12-month-old untreated mice. However, the expression of all of these genes was reduced by KRGSF treatment. We also determined the effects of KRGSF on the expression of the genes encoding the proinflammatory mediators, *Cox2* and iNOS (Figure 6B). *Cox2* and iNOS mRNA expression was much higher in 12-month-old than in 6-month-old untreated mice, but this effect was ameliorated by the KRGSF treatment of 12-month-old mice. On the basis of these results, we hypothesize that aging is associated with increases in the expression of NLRP3 inflammasome components, which would cause ovarian dysfunction, but KRGSF ameliorates these changes.

## 4. Discussion

Previous studies have shown that ginseng extract has an anti-aging effect, improves ovulation, and prevents premature ovarian failure [31,32]. These results suggest that saponins, the main biologically active compounds in ginseng, may be effective at mitigating the effects of aging on ovarian health. In the present study, we have determined the effects of age and saponins on gene expression in mouse ovaries, and investigated how saponins might mitigate aging-related damage in the ovary. To determine the effect of aging on the ovaries of C57BL/6 mice, we compared gene expression in 12- and 6-month-old mice, and found that the expression of 236 genes was >1.5-fold higher, and that of 580 genes was >1.5-fold lower, in the ovaries of the older mice. The expression of 81 genes was significantly higher and that of 181 genes was significantly lower in the older mice. These data demonstrate an effect of aging on the gene expression profile of mouse ovaries.

We then investigated the effect of KRGSF treatment on the ovarian gene expression profile of 12-month-old mice, and found that the expression of 369 genes was >1.5-fold higher and that of 580 genes was >1.5-fold lower than in 6-month-old mice. Of these, the expression of 194 genes was significantly higher and that of 222 genes was significantly lower. Thus, KRGSF treatment also affects ovarian gene expression in mice. We next analyzed the expression data using GO enrichment analysis. The top 12 enriched molecular functions of the genes that were downregulated with age included oxidoreductase activity (GO:0016616), and this GO function was also included in the top 10 enriched molecular functions of the genes that were upregulated by KRGSF treatment.

*Idh1* was one of the genes included in the molecular function of oxidoreductase activity (GO:0016616) and its expression was affected by both aging and KRGSF treatment in the microarray analysis. Therefore, we performed quantitative RT-PCR to verify these findings, and indeed, compared with 6-month-old mouse ovaries, the mRNA expression of *Idh1* was significantly lower in 12-month-old mouse ovaries, but was increased by KRGSF treatment, such that there was no statistically significant difference between the expression in the KRGSF-treated 12-month-old mouse ovaries and the untreated 6-month-old mouse ovaries. These results suggest that KRGSF ameliorates the age-related reduction in the expression of genes encoding oxidoreductases, including that of *Idh1* [33].

Because *Idh1* is well known to inhibit intracellular oxidative stress, we next evaluated the potential effects of KRGSF on oxidative stress response by measuring the expression of key genes by qRT-PCR. Compared with 6-month-old untreated mice, the mRNA expression of antioxidant genes (*Nqo1*, *Gclm*, *Nrf2*, and *Nox2*) [34] and of gene encoding oxidant enzymes (*Sod2*, *Catalase*, *Gpx1*, and *Nlrp3*) [35] was much higher in the ovaries of 12-month-old untreated mice. However, KRGSF treatment reduced the expression of these genes, such that there were no significant differences from the expression levels in the 6-month-old untreated mice. These results suggest that KRGSF ameliorates the age-dependent accumulation of ROS, and may therefore prevent the development of oxidative stress response, which damages ovaries.

We also determined the effects of age and KRGSF treatment on the expression of genes encoding components of the NLRP3 inflammasome, which can be activated by ROS [12,29]. The genes encoding NLRP3, ASC, IL-1β, and caspase-1 were all expressed at higher levels in 12-month-old than in 6-month-old untreated mice, but these effects were ameliorated by KRGSF treatment. In addition, the expression of genes encoding the proinflammatory mediators COX-2 and iNOS were much higher in 12-month-old than in 6-month-old untreated mice, but this effect of aging was ameliorated by KRGSF treatment. On the basis of these results, we hypothesize that aging induces the expression of NLRP3 inflammasome components, which leads to ovarian dysfunction, but that KRGSF treatment may ameliorate these defects.

## 5. Conclusions

In the present study, we have identified evidence that KRGSF may inhibit the loss of ovarian function that results from aging-related oxidative stress response and NLRP3 inflammasome activation in mice. Our results have improved understanding of age-related ovarian damage, and we suggest that KRGSF has the potential to be used to alleviate the deterioration of female reproductive capacity due to aging.

## Figures and Tables

**Figure 1:**
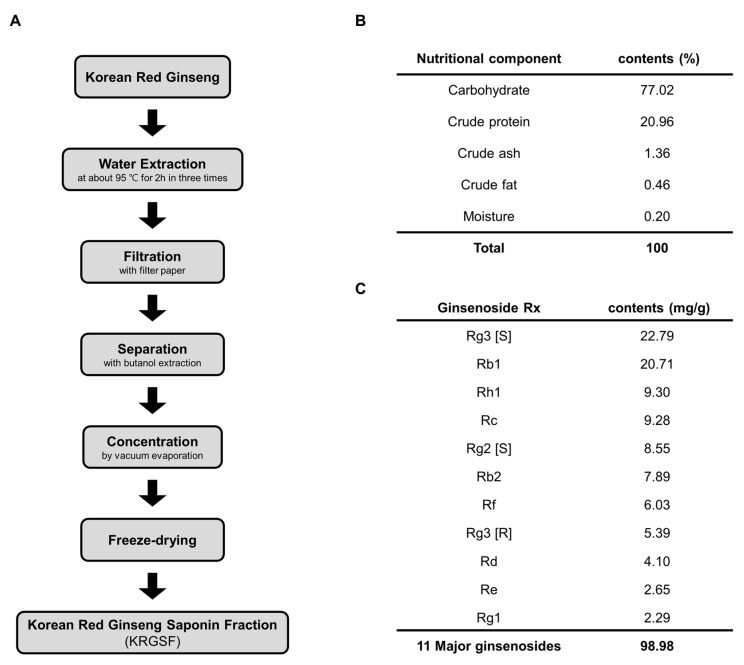
The nutritional composition and ginsenoside content of the Korean red ginseng saponin fraction. (**A**) Scheme for the preparation of the KRGSF. (**B**) The nutrient composition of Korean red ginseng saponin fraction (KRGSF). (**C**) The ginsenoside content of the KRGSF.

**Figure 2:**
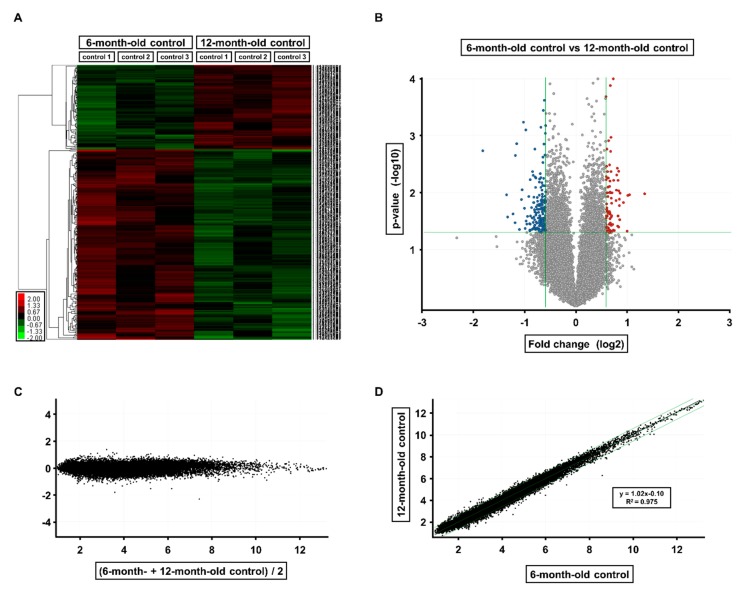
Gene expression in ovaries from 6-month-old and 12-month-old C57BL/6 mice: (**A**) hierarchical clustering and heat map analysis. A heat map of significantly differentially expressed (>1.5-fold) genes is shown. Red dots represent higher expression and green dots represent lower expression at 12 months of age. Volcano plot (**B**) and scatter plots (**C**,**D**) of the microarray analysis data.

**Figure 3:**
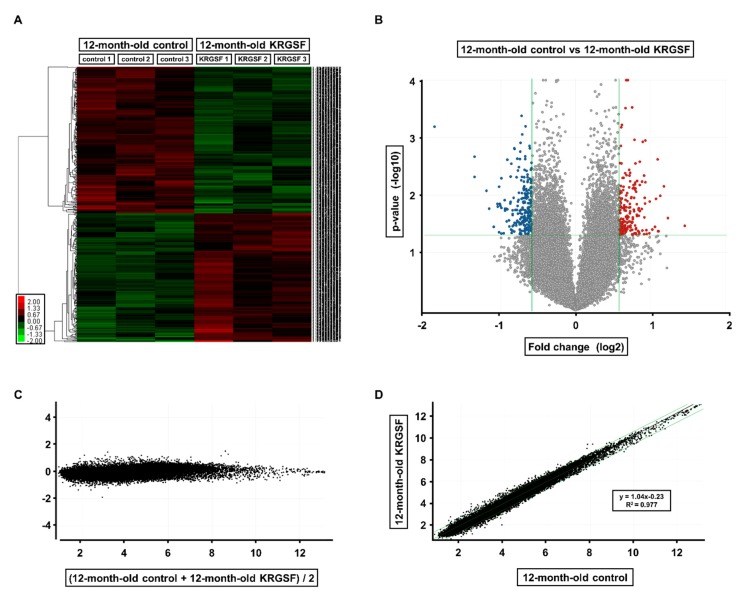
Gene expression in the ovaries of KRGSF-treated and untreated 12-month-old C57BL/6 mice: (**A**) hierarchical clustering and heat map analysis. A heat map of significantly differentially expressed (1.5-fold) genes is shown. Red dots represent higher expression and green dots represent lower expression at 12 months of age. Volcano plot (**B**) and scatter plots (**C**,**D**) of the microarray analysis data.

**Figure 4:**
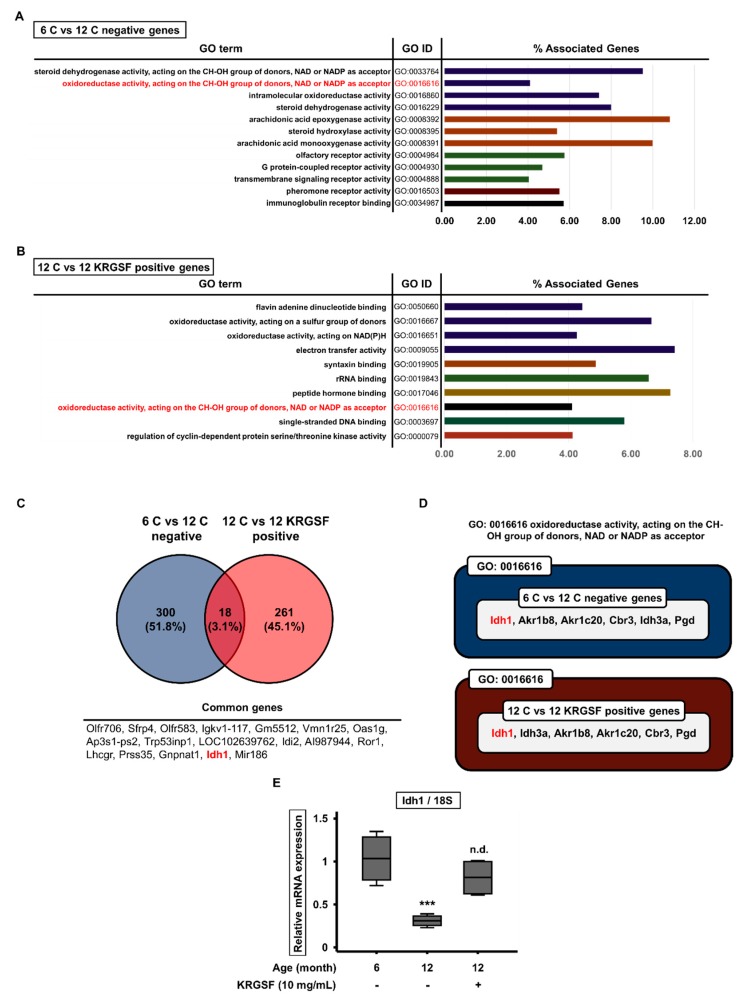
Molecular functional classification of the differentially expressed genes’ gene ontology (GO) term enrichment analysis was performed using the Clue Go plugin for Cytoscape software. (**A**) The GO molecular functions of the differentially expressed genes in ovaries from 12-month-old and 6-month-old untreated mice. (**B**) The GO molecular functions of the differentially expressed genes in ovaries from 12-month-old KRGSF-treated and untreated mice. GO terms shown in red were affected by both aging and KRGSF treatment. (**C**) Comparison of the age-related and KRGSF-related differential gene expression. (**D**) The GO term GO:0016616 was affected by both aging and KRGSF. Genes shown in red were affected by both. (**E**) Quantitative RT-PCR analysis of ovarian *Idh1* expression. 18S was used as a reference gene. Mean ± SEM, *n* = 4, *** *p* < 0.005 compared with the 6-month-old untreated group. n.d. (no difference).

**Figure 5:**
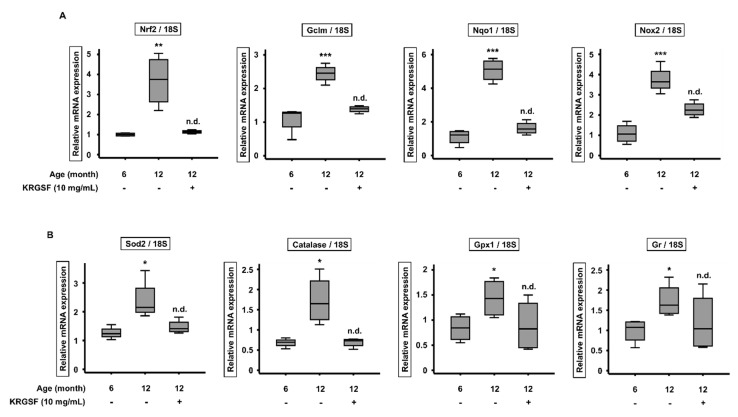
KRGSF inhibits the age-related increase in expression of intracellular oxidative stress response genes. RNA was isolated from ovaries and quantitative RT-PCR analysis was performed. (**A**) The relative mRNA expression of *Nqo1*, *Gclm*, *Nrf2*, and *Nox2* (mean ± SEM; *n* = 4). (**B**) The relative mRNA expression of *Sod2*, *Catalase*, *Gpx1*, and *Gr* (mean ± SEM; *n* = 4). 18S was used as a reference gene. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.005 vs. the 6-month-old untreated group. n.d. (no difference).

**Figure 6:**
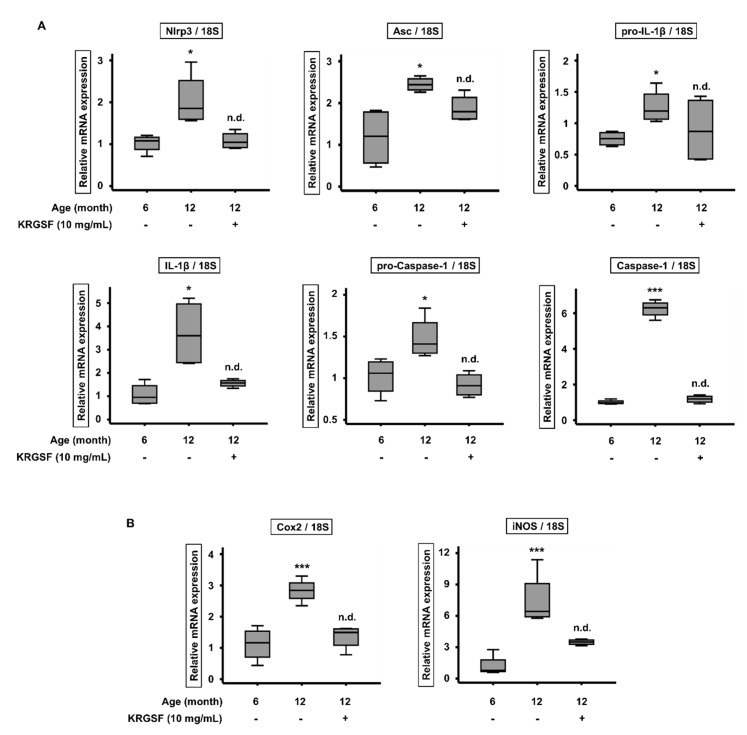
KRGSF ameliorates the aging-related increase in expression of genes encoding NLRP3 inflammasome components. RNA was isolated from ovaries and quantitative RT-PCR analysis was performed. (**A**) The relative mRNA expression of *Nlrp3*, *Asc*, pro-IL-1β, IL-1β, pro-caspase-1, and caspase-1 (mean ± SEM; *n* = 4). (**B**) The relative mRNA expression of *Cox2* and iNOS2 (mean ± SEM; *n* = 4). 18S was used as a reference gene. * *p* < 0.05 and *** *p* < 0.005 vs. the 6-month-old untreated group. n.d. (no difference).

**Table 1:** List of PCR primers used in this paper.

Gene	Forward(5′-3′)	Reverse(5′-3′)
*Idh1*	CCAGTTTGAAGCTCAGAAGA	TACCGTCTTACCATCTGGAC
*Nrf2*	GCCCACATTCCCAAACAAGAT	CCAGAGAGCTATTGAGGGACTG
*Gclm*	GCATCACGATTCTCTATGCCTAA	TCCAGCTGTGCAACTCCAAGG
*Nqo1*	AGGATGGGAGGTACTCGAATC	AGGCGTCCTTCCTTATATGCTA
*Nox2*	GACCCAGATGCAGGAAAGGAA	TCATGGTGCACAGCAAAGTGAT
*Gpx1*	CTCTCCGCGGCGGCACAGT	CCGCCACCAGGTCGGACGTAC
*Gr*	CACGACCATGATTCCAGATG	CAGCATAGACGCCTTTGACA
*Sod2*	CTGAGGAGAGCAGCGGTCGT	CTTGGCCAGAGCCTCGTGGT
*Catalase*	TCCGAGATCTTTTCAATGCCATCG	TCGAGCGCGGTAGGGACAGTTCAC
*Nlrp3*	ACCAGCCAGAGTGGAATGAC	ATAGAGAGGGCGTAGAGGTA
*Asc*	TCACAGAAGTGGACGGAGTG	TCATCTTGTCTTGGCTGGTG
*pro-IL-1β*	TTGACGGACCCCAAAAGATG	AGGACAGCCCAGGTCAAAG
*IL-1β*	CAGGATGAGGACATGAGCAC	CTCTGCACACTCAAACTCCA
*pro-Caspase-1*	TGGTCTTGTGACTTGGAGGA	ACGACTCTTAGCACGGTTAT
*Caspase-1*	ATGCCGTGGAGAGAAACAAG	GGTGTTGAAGAGCAGAAAGCA
*iNOS*	AACGGAGAACGTTGGATTTG	CAGCACAAGGGGTTTTCTTC
*Cox2*	CACTACATCCAGACCCACTT	ATGCTCCTGCTTGAGTATGT
*18S*	CGGCGACGACCCATTCGAAC	GAATCGAACCCTGATTCCCCGTC

How the deposited data were processed for this re-analysis (not part of the article)

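RNA from cultured ovaries of 6-month-old and 12-month-old C57BL/6 mice, untreated or treated with KRGSF, was measured on 12 Affymetrix Mouse Gene ST arrays, 3 for each of the 4 groups. The authors deposited log2 values, made by RMA in Affymetrix Expression Console 1.4, of 33793 probe sets. RMA includes a background correction, a quantile normalization and a summary of the probes of each probe set. Which arrays were normalized together is not stated. Arrays were assigned to groups from their labels, and 1 array per sample was used. Signals of the single probes and detection calls were not at hand, so no probe set was called above or below background, and the number of arrays limits the precision.

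Gene symbols came from the platform annotation. Of the probe sets, 23521 had 1 gene symbol, 1814 had several and 8458 were not named, and no gene was named from a probe set with several symbols. By their gene identifiers, 23328 probe sets matched a current gene table, which changed 0 symbols.

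Log2 fold changes, standard errors and p-values came from limma 3.58.1 in R 4.3.3 with statmod 1.5.0, with lmFit and eBayes, 1 mean per group and all 12 arrays in 1 fit (8 residual degrees of freedom, 7.02 prior degrees of freedom). The comparisons were 12-month-old against 6-month-old untreated ovaries, KRGSF-treated against untreated ovaries at each age, the difference of these 2 effects (interaction), and 12-month-old KRGSF-treated against 6-month-old untreated ovaries. Counts were taken at over 1.5-fold alone, at over 1.5-fold with an unadjusted p under 0.05, and at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. Gene lists with at least 5 measured members, 39 in all, were tested with camera with a preset correlation of 0.01, with 1 probe set per gene, the brightest. Adjustment was over the lists of each comparison. Overlaps of gene sets were set beside independent sets and beside draws in which unchanged groups share the 12-month-old untreated arrays, 100 with the residuals of whole arrays shuffled and 1000 with genes varying independently.

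The gene lists, the designs, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the additions stated where they are used. The rule named, for aging and for KRGSF at each age, the 10 highest and the 10 lowest genes past 1.5-fold and p whose arrays did not overlap between the groups. Provisional symbols, clone names, microRNAs, small nucleolar RNAs and olfactory and vomeronasal receptors were left out of these. It also named every gene the paper names, whose values in the paper's figures had been seen, and the 4 members with the largest moderated t statistic of each list that passed its test. Further genes are members of those lists or are marked as chosen after their values were seen.

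The alternatives were a fit of only the compared groups, the replicate number as a block, the methods' t-test (Student's, on the compared groups), quantile normalization or cyclic loess of the deposited values over the 12 arrays, a filter on dim probe sets, 1 probe set per gene, eBayes with trend and robust, arrayWeights, an estimated correlation in camera, fry, 2-fold in place of 1.5-fold, and leaving out each array in turn. Added after the data were seen were leaving out both arrays that stand apart and counting probe sets of several genes under each of their genes.

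The code was tested on simulated data for KRGSF at 12 months, with 3 arrays against 3 and 33793 probe sets. Of 50 probe sets changed at each fold, 24, 49, 50 and 50 passed 1.5-fold and p at 1.5-, 2-, 3- and 4-fold, and 6, 39, 50 and 50 passed adjustment. Of the unchanged probe sets, 300 passed 1.5-fold and p and 7 passed adjustment. A list shifted by 0.5 had a camera adjusted p of 2.69e-21, and 0 of the 38 other lists passed, in simulated data whose genes vary independently. The paper's gene ontology enrichment was not repeated, since the term annotation was not at hand, and the qRT-PCR values had no data here.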

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

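The requirement of an estimated correlation in the test of an age difference in NRF2 targets was set only after its result was seen. The log2 fold changes with KRGSF at 6 and at 12 months were compared by an interaction term in limma, with 3 arrays in each of the 4 groups, and those that differed between the ages are given here. The paper does not report the 6-month-old treated ovaries.

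Mir335 went up by 0.94 with KRGSF at 6 months and fell by 1.88 at 12 months, an interaction of -2.82 (limma adjusted p = 0.00516). The receptor gene Olfr706 went from a change of -1.21 at 6 months to 0.90 at 12 months, an interaction of 2.11 (limma adjusted p = 0.0341). These were the 2 probe sets that passed adjustment, while 1841 had an unadjusted p under 0.05, where 1689.65 would by chance. Of 100 splits of the arrays within each age, the real one included, 1 gave a count as large as the real 2, and the highest of the others was 1, a share under 0.05. The margin is a single probe set, so chance is not firmly excluded. The filter on dim probe sets leaves both of these probe sets out, and 0 others then passed. The count was 1 without 6-month-old untreated replicate 2 or 3, 6-month-old KRGSF-treated replicate 1, or any of the 12-month-old arrays.

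Of the gene lists, 5 differed between the ages by camera with the preset correlation, and none with an estimated correlation (adjusted p = 0.847). Small nucleolar RNAs had a median of 0.26 at 6 months and -0.27 at 12 months (interaction -0.52, adjusted p = 1.03e-22). This held without each array in turn and after cyclic loess. Respiratory chain subunits went from -0.02 to 0.16 (interaction 0.19, camera adjusted p = 0.0322), oocyte markers from 0.07 to -0.21 (-0.27, camera adjusted p = 0.0305) and microRNA genes from -0.01 to -0.14 (-0.10, camera adjusted p = 0.0322). After cyclic loess these 3 lists had an adjusted p of 0.357, 0.103 and 0.273. Without 6-month-old untreated replicate 1 it was 0.920, 0.221 and 0.181 for the 3 lists, without 6-month-old KRGSF-treated replicate 3 it was 0.247, 0.0998 and 0.0760, without 12-month-old untreated replicate 1 it was 0.106, 0.0581 and 0.0652, and without 12-month-old untreated replicate 2 it was 0.165, 0.470 and 0.202. The respiratory chain also had 0.0887 without 6-month-old KRGSF-treated replicate 2 and 0.0722 without 12-month-old KRGSF-treated replicate 1, and oocyte markers had 0.0504 without 12-month-old KRGSF-treated replicate 3. The microRNA genes had 0.196 without 6-month-old untreated replicate 3, 0.109 without 6-month-old KRGSF-treated replicate 1 and 0.170 without 12-month-old KRGSF-treated replicate 2.

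NRF2 targets had a median of 0.17 with KRGSF at 6 months and 0.48 at 12 months (interaction 0.30, camera adjusted p = 1.70e-05), and an interaction of 0.14 with a camera adjusted p of 0.0561 without 6-month-old untreated replicate 1. A trend of change with brightness is argued against as the whole cause of the rise at 12 months, since the adjusted p after cyclic loess was 2.76e-08, although the median was then 0.31, so part of the rise goes with that trend. A single array is argued against, since the highest adjusted p without each of the 6 arrays was 1.55e-10, with medians of 0.38 to 0.55. Whether the effect of KRGSF depends on age stays open: the 6-month rise (adjusted p = 0.00797) and the interaction each passed the bound set for opposite answers, after cyclic loess the 6-month rise was lost (0.322; also 0.637 without 6-month-old untreated replicate 2) and the interaction was 0.22 (0.00379), and with an estimated correlation the interaction had an adjusted p of 0.847. An effect of the vehicle named in the labels was not tested.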

How the results depend on the processing

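Leaving out both arrays that stand apart, and counting probe sets of several genes under each of their genes, were chosen only after the data were seen. Where a value below differs from the one at its claim, the cause was not tested unless the alternative itself, such as fewer probe sets, a higher fold or another test, gives it. Signals over background were not at hand, so the arrays do not show which dim probe sets lie at background.

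Among 280 single results for named genes, 4092 values under the alternatives comprised 3424 with the same direction and side of the threshold, 480 no longer past it, 103 newly past it, 85 of the other sign and not past it, and 0 reversed. Among 38 results for gene lists, 592 values comprised 392 with the same direction and side, 198 no longer past the threshold and 2 of the other sign. These 2 are of vomeronasal receptors with age and did not pass in that direction, at 0.00852 without 6-month-old untreated replicate 2 and 0.00852 with both arrays that stand apart left out.

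The replicate numbers do not pair the samples. Of 18 pairs of arrays with the same number, correlations of their deviations from the group means ran from -0.278 to 0.233, with 2 over 0.1 and 5 under -0.1, and only 3 arrays correlated best with their own number. With the replicate block, 1 probe set passed adjustment for the interaction, in place of 2.

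With only the compared groups in the fit, 0 probe sets passed adjustment with age, in place of 1. With the methods' t-test, 81 probe sets were higher and 181 lower with age at over 1.5-fold and p, 194 and 222 with KRGSF at 12 months, and 59 and 107 with KRGSF at 6 months. After adjustment the methods' t-test passed 0 with age and 0 with KRGSF at 12 months, while 2083 and 3219 had an unadjusted p under 0.05. The Idh1 change with age, -0.61, did not pass p of 0.05 with it. With arrayWeights, 2 probe sets passed adjustment with age, and the correlation of the aging and KRGSF changes across genes was -0.0747. With eBayes with trend and robust, the counts of probe sets and the Idh1 changes stayed within the limits, and of the 280 results for named genes 2 no longer passed the threshold and 4 newly did.

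With quantile normalization, 265 probe sets were lower with KRGSF at 12 months at over 1.5-fold and p and 8 lists passed, the median of the oxidoreductase list with KRGSF was 0.0541 and no longer passed, and the correlation of the aging and KRGSF changes was -0.15. With cyclic loess, 7 lists passed with KRGSF at 12 months, the oxidoreductase median was 0.0518 with KRGSF and no longer passed and was -0.00726 with age, and that correlation was -0.15. Quantile normalization moved the share of higher ones among the probe sets past 1.5-fold and p from 29.3% to 39.6% with age (256 higher and 391 lower), from 41.0% to 51.8% with KRGSF at 12 months (285 and 265) and from 32.8% to 43.9% with KRGSF at 6 months (225 and 287).

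With the filter on dim probe sets, which tests fewer probe sets, 130 were higher and 204 lower over 1.5-fold with age, 119 and 157 with p as well, and 0 after adjustment. With KRGSF at 12 months, 145 were lower over 1.5-fold, 116 with p as well, 0 passed adjustment and 9 lists passed, with an oxidoreductase median of 0.15 that no longer passed. With KRGSF at 6 months, 67 were higher and 188 lower over 1.5-fold, and 60 and 96 with p as well. The interaction had 0 after adjustment and the overlap was 5 genes. With 1 probe set per gene, 135 were higher and 254 lower over 1.5-fold with age and 121 and 224 with p as well, 263 were lower over 1.5-fold with KRGSF at 12 months and 236 with p as well, and 78 were higher and 193 lower with KRGSF at 6 months and 70 and 163 with p as well.

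With an estimated correlation, 0 lists passed with age, 0 with KRGSF at 12 months and 0 with KRGSF at 6 months, and the oxidoreductase median with KRGSF, 0.0734, no longer passed. With fry, which asks whether a list moves one way on balance, the lists were again 0, 0 and 0, and the oxidoreductase list, at 0.0734, did not pass. At 2-fold, 7 probe sets were higher and 22 lower with age and 6 and 21 with p as well, 21 and 17 with KRGSF at 12 months and 20 and 16 with p as well, and 6 and 26 with KRGSF at 6 months and 6 and 25 with p as well, and the overlap was 0 genes. With 1.5-fold and p required in both comparisons, the overlap was 6 genes.

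Without each array in turn, the count with age ran from 294 to 586 higher and from 423 to 1335 lower over 1.5-fold, and from 224 to 518 higher and 324 to 1017 lower with p as well, lowest without 6-month-old untreated replicate 2 and highest without replicate 1 of that group. The lists with age ran from 5 without 12-month-old untreated replicate 3 to 16 without 6-month-old untreated replicate 1, and 6 passed without 6-month-old untreated replicate 2. From 0 (without replicate 3 of either untreated group) to 2 (without 6-month-old untreated replicate 2) probe sets passed adjustment. Vomeronasal receptors with age ran from -0.14 to 0.01. The Idh1 change ran from -0.96 to -0.43 with age and from 0.58 to 0.85 with KRGSF.

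With KRGSF at 12 months the counts ran from 333 to 759 higher and from 429 to 1268 lower over 1.5-fold, and from 266 to 689 higher and 325 to 915 lower with p as well, lowest without KRGSF-treated replicate 2 and highest without replicate 1. From 0 (without untreated replicate 1 or 2 or KRGSF-treated replicate 1 or 3) to 2 (without untreated replicate 3) passed adjustment. With KRGSF at 6 months the counts ran from 270 to 411 higher and from 322 to 1059 lower over 1.5-fold, and from 215 to 330 higher and 213 to 799 lower with p as well. The lower counts were highest without 6-month-old untreated replicate 1 and lowest without replicate 2. The lists at 6 months ran from 2 without KRGSF-treated replicate 1 to 16 without untreated replicate 1. The interaction ran from 1 to 2 after adjustment, the overlap from 5 (without 12-month-old KRGSF-treated replicate 3) to 35 (without 12-month-old untreated replicate 1), and the correlation of the aging and KRGSF changes from -0.15 (without 6-month-old untreated replicate 2) to 0.18 (without replicate 1).

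With both arrays that stand apart left out, 0 probe sets passed adjustment with age and 1 in the interaction, 309 were higher over 1.5-fold with KRGSF at 6 months and 233 with p as well, the overlap was 32 genes and the correlation was -0.27. With probe sets of several genes counted under each of their genes, 17 genes were shared.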

Differences from the paper's values

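All values here come from comparisons set before the data were examined, and no test was chosen after a difference was seen. The counts at over 1.5-fold alone equal the paper's for both comparisons.

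At over 1.5-fold and p under 0.05, the paper gives 81 genes higher and 181 lower at 12 months against 6 months, and limma gave 191 and 460 probe sets. The methods' t-test on the same values gave 81 and 181. Of the other alternatives set before the data were examined, the filter on dim probe sets (119 and 157) and 1 probe set per gene (121 and 224) came within 1.5 times the paper's counts, and all others differed by more. For KRGSF against untreated ovaries at 12 months, the paper gives 194 higher and 222 lower, and limma gave 338 and 487. The methods' t-test gave 194 and 222. Within 1.5 times of the paper's counts were also quantile normalization (285 and 265), 1 probe set per gene (238 and 236), leaving out KRGSF-treated replicate 2 (266 and 325) and, for the higher count alone, the filter on dim probe sets (246). All others differed by more.

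The paper's Figure 4D shows Akr1b8, Akr1c20, Cbr3, Idh3a and Pgd among oxidoreductase genes lower with age. None of these 5 is among the 18 genes of Figure 4C, and of this term the paper's text names only Idh1 as affected by both. The paper's text gives no fold change with age for the 5. Of these 5, Akr1c20 (-0.21) and Idh3a (-0.20) were lower with age here, and Akr1b8 (0.10), Cbr3 (0.14) and Pgd (0.11) were higher. Cbr3 was at -0.04 without 6-month-old untreated replicate 3, and Idh3a at 0.02 without replicate 1 of that group. All 5 were higher with KRGSF, as in that figure. Of the 18 genes named in Figure 4C, 13 have a probe set of 1 gene here, and 12 of these were over 1.5-fold lower with age and over 1.5-fold higher with KRGSF. The other, Gnpnat1, had a log2 fold change of -0.08 with age and 0.78 with KRGSF. Gnpnat1 is also named on 1 probe set of several genes, which was not used for it here. Of the 13 genes that met both criteria here, 1 immunoglobulin kappa variable gene is not named in that figure.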

Other observations

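The pattern of aging and KRGSF changes that run the same way was named only after the covariance and a first set of draws had been seen, and the common draws behind its test without single arrays replaced separate ones after a first run. That the changes run opposite had been written down before the data were examined, and it was not seen, so its tests were not run.

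In 6-month-old ovaries treated with KRGSF against 6-month-old untreated ovaries, which the paper does not show, 190 probe sets were higher and 475 lower over 1.5-fold, and 153 and 314 with an unadjusted limma p under 0.05. At that p alone 1765 passed, or 5.22%, and 0 passed adjustment (limma, lowest adjusted p = 0.683). The highest named genes were Zfp759 (1.04), Klk1b21 (0.99), Ssxb8 (0.98), Mbnl2 (0.85) and Syne1 (0.82), and the lowest included Rps26 (-1.12), Btbd35f5 (-1.09), Sult2a6 (-0.93) and Hamp (-0.89). Without KRGSF-treated replicate 1, Klk1b21 was at 0.62 and Btbd35f5 at -0.48. Klk1b21 and Rps26 were dim, with log2 values of 1.39 to 3.60 and 1.21 to 3.19 on the 6-month-old arrays. The higher and lower counts over 1.5-fold were 394 and 1059 without 6-month-old untreated replicate 1, 322 and 773 without replicate 3 of that group, and 411 and 908 and 287 and 913 without KRGSF-treated replicate 2 and 3, and the higher count was 309 without untreated replicate 2. With p as well they were 325 and 799, 237 and 497, and 330 and 631 without untreated replicate 1, untreated replicate 3 and KRGSF-treated replicate 2, and the lower count was 664 without KRGSF-treated replicate 3.

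Small nucleolar RNAs rose as a group with KRGSF at 6 months (69 of 73 higher, median 0.26, camera adjusted p = 3.05e-15), as did immediate early genes (18 of 20, median 0.15, adjusted p = 5.67e-05), NRF2 targets (20 of 25, median 0.17, adjusted p = 0.00797) and heat shock proteins (10 of 12, median 0.23, adjusted p = 0.00947). Olfactory receptors (755 of 1105, median -0.10, adjusted p = 5.67e-05) and vomeronasal receptors (190 of 289, median -0.11, adjusted p = 8.54e-04) fell. With an estimated correlation the adjusted p was 0.845 for each. Of the 10 splits of the 6 arrays, the real one included, 8 gave at least these 6 lists. The number of lists therefore does not tell an effect of KRGSF at 6 months from a chance split of the arrays. After cyclic loess NRF2 targets and heat shock proteins had an adjusted p of 0.322 each, and the other 4 groups kept theirs under 0.05. Without 6-month-old untreated replicate 2 it was 0.637 for NRF2 targets, 0.136 for heat shock proteins, 0.637 for olfactory and 0.760 for vomeronasal receptors, and without KRGSF-treated replicate 1 it was 0.201, 0.110, 0.144 and 0.105. Without 6-month-old untreated replicate 3 it was 0.0948 for NRF2 targets and 0.219 for heat shock proteins. Past the threshold, the median of small nucleolar RNAs was 0.14 without KRGSF-treated replicate 1 (adjusted p = 9.21e-04), that of immediate early genes was 0.10 without untreated replicate 2 and 0.24 without untreated replicate 1, that of NRF2 targets was 0.33 without untreated replicate 1, and that of olfactory receptors was -0.16 without untreated replicate 1 and -0.16 without KRGSF-treated replicate 3.

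Of the 39 lists, 30 did not pass with age (medians from -0.26 to 0.13, lowest adjusted p = 0.0658), 20 did not pass with KRGSF at 12 months (medians from -0.14 to 0.13, lowest adjusted p = 0.0712) and 33 did not pass with KRGSF at 6 months (medians from -0.11 to 0.18, lowest adjusted p = 0.0993). The 20 genes of the NLRP3 inflammasome had a median of 0.03 with age and -0.01 with KRGSF at 12 months (adjusted p = 0.873 and 0.838). Luteal markers had a median of -0.26 with age (adjusted p = 0.0658, and 0.00323 after cyclic loess) and steroid synthesis genes -0.16 (0.0876, and 0.00478 after cyclic loess). Other lists that passed after cyclic loess but not before it were cholesterol synthesis (median -0.05, and -0.12 with an adjusted p of 0.00839) and small nucleolar RNAs (0.03, and -0.08 with 0.00839) with age, and epithelial markers (-0.14, and -0.19 with 0.00246) and cell cycle genes (0.10, and 0.17 with 0.0159) with KRGSF at 12 months. For the interaction they were immediate early genes (-0.11, and -0.18 with 0.0312) and epithelial markers (-0.18, and -0.23 with 0.0431).

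For the genes the paper measured by qRT-PCR, and reports as higher with age and lower with KRGSF, the arrays gave a log2 fold change with age of 0.26 for Gclm, 0.38 for Nfe2l2 (Nrf2), 0.50 for Sod2, 0.15 for Cat, 0.35 for Gpx1, 0.42 for Gsr (Gr), 0.10 for Il1b, 0.07 for Pycard (Asc), 0.03 for Nlrp3 and 0.03 for Ptgs2 (Cox2). It was -0.29 for Nqo1, -0.08 for Cybb (Nox2), -0.09 for Casp1 and -0.14 for Nos2 (iNOS). With KRGSF at 12 months it was -0.48 for Nlrp3, -0.34 for Pycard, -0.20 for Il1b and -0.18 for Gpx1, and 1.13 for Nqo1, 0.86 for Gclm, 0.10 for Nfe2l2, 0.28 for Sod2, 0.50 for Cat, 0.24 for Gsr, 0.02 for Cybb, 0.26 for Casp1, 0.39 for Ptgs2 and 0.25 for Nos2. None passed adjustment in limma. Nlrp3 and Casp1 were dim, at 2.57 to 3.37 and 2.28 to 2.95 across the untreated and the 12-month-old KRGSF-treated arrays. The receptor medians on these arrays were 2.36 to 3.14, so the changes of these genes say little for or against the qRT-PCR. Many of these values rest on single arrays. With age the sign turned without 6-month-old untreated replicate 1 for Nqo1 (0.04), Pycard (-0.03) and Casp1 (0.06), without replicate 3 of that group for Il1b (-0.10), without 12-month-old untreated replicate 1 for Il1b (-0.07) and without 12-month-old untreated replicate 2 for Nos2 (0.03), and Nlrp3 and Ptgs2 took either sign. The change with age without 6-month-old untreated replicate 2 was 0.09 for Gclm, 0.02 for Cat, 0.17 for Gpx1, 0.29 for Sod2, 0.24 for Nfe2l2 and 0.27 for Gsr. Leaving out replicate 1 of that group gave 0.45 for Gclm, 0.35 for Cat, 0.55 for Gpx1 and 0.86 for Sod2, and leaving out 12-month-old untreated replicate 3 gave 0.20 for Sod2, 0.23 for Nfe2l2 and 0.23 for Gsr. With KRGSF at 12 months, leaving out KRGSF-treated replicate 2 gave 0.02 for Sod2, 0.03 for Gsr, 0.01 for Nfe2l2, -0.11 for Gpx1, -0.06 for Il1b and 0.39 for Nos2, leaving out untreated replicate 3 gave 0.58 for Sod2, 0.43 for Gsr and 0.25 for Nfe2l2, leaving out untreated replicate 1 gave -0.03 for Il1b and 0.21 for Ptgs2, leaving out untreated replicate 2 gave 0.07 for Nos2, and leaving out KRGSF-treated replicate 3 turned the sign of Cybb (-0.05). Leaving out untreated replicate 2 makes the fall of Il1b larger, since Il1b was at 4.05 there and at 4.83 and 4.59 on untreated replicates 1 and 3.

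Across the 22180 named genes, which are not independent replicates, the changes with age and with KRGSF at 12 months had a correlation of 0.07 and a covariance of 0.00445. Draws of unchanged groups that share the 12-month-old untreated arrays had a median covariance of -0.0223 with residual arrays shuffled (highest 0.00809) and -0.0191 with independent genes, a difference of 0.0268 from the former. After cyclic loess the covariance was -0.00710, below the upper bound of its draws (-0.00595), so a trend of change with brightness may explain the pattern. Without 2 of the 9 arrays, 6-month-old untreated replicate 2 (-0.00836) and 12-month-old KRGSF-treated replicate 2 (-0.00510), the covariance was also within the draws, a count that rests on only 100 draws. Changes with KRGSF at 12 and at 6 months, which share no array, had a correlation of 0.18 (0.09 after cyclic loess).

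With KRGSF at 12 months dim probe sets were lower and bright ones higher. The median of 1394 olfactory and vomeronasal receptor probe sets was lower in 9 of 9 pairings of a KRGSF-treated with an untreated array (-0.44 to -0.03), but these probe sets are themselves dim, so this does not tell a difference in contrast between the arrays from a fall of dim transcripts. A single array is argued against as the whole cause, since the slope of the KRGSF-treated on the untreated means stayed at 1.03 to 1.05 without each of the 6 arrays. The slope was lowest without KRGSF-treated replicate 2, at 1.029 against 1.044 with all arrays. The receptor median was -0.44 to -0.32 in the pairings of that array and -0.17 to -0.03 in the others, so part of the pattern goes with that array. A difference in contrast and a fall of dim transcripts both stay open, and a change of dim transcripts in the ovary was not tested.

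With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real count of probe sets past 1.5-fold and p was 651 with age, 825 with KRGSF at 12 months and 467 with KRGSF at 6 months, and the highest of the other splits gave 775, 499 and 922. The real count of lists was 9, 19 and 6, and the highest other 20, 17 and 18. As many or more came from 2, 1 and 4 splits for the probe sets and from 6, 1 and 8 for the lists, the real one included.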
